A study of Mus musculus with 12 samples. Its data were reported in "A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8+ T cells" (2023).

How the data were processed

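Orthotopic tumors of the 4T1 line, a mouse mammary carcinoma, were grown in Balb/c mice and sequenced in bulk after treatment with 1 of 4 proteins. The groups were a control IgG, an interleukin-10 Fc fusion (IL-10-Fc), an antibody against the colony stimulating factor 1 receptor (called aCSF1R here) and BF10, in which the antibody carries interleukin-10. Each group had 3 tumors, 1 library each, and the replicate numbers are those in the sample titles. Per the labels, dosing started at a tumor volume of 100 mm3 and went on for 6 doses; the series description and the study's methods give a lower number, so the number of doses behind the samples is uncertain.

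Per the study's methods, the authors extracted RNA with TRIzol, made stranded libraries from polyadenylated RNA, sequenced them on an Illumina NextSeq and aligned the reads to the mouse genome mm10 with the annotation GRCm38.101. The main table of the authors holds deposited FPKM values (fragments per kilobase of transcript, relative to the mapped fragments of the library) with 2 decimals for 55401 genes in the 12 libraries; the program that made them is not stated. A further 4 tables hold the authors' DESeq2 comparisons of BF10, IL-10-Fc and aCSF1R with control and of BF10 with IL-10-Fc. In them the authors deposited log2 fold changes with standard errors, p-values with Benjamini-Hochberg adjusted p-values, and a score per gene, the mean of counts divided by size factors. The counts and the filters behind these comparisons were not used here. Every column of the FPKM table was matched to its sample by its name, and 0 columns were left unmatched.

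FPKM values are not counts, so no count model was run. Each FPKM value was divided by the sum of its library and brought to the same total in every library, the scale of TPM values, as the deposited FPKM sums differed between libraries. Genes with a TPM of at least 1 in at least 3 of the 12 libraries were tested, which left 15504 genes of the 34194 with a value above 0 in at least 1 library. Tests were run on log2(TPM + 1), a scale that understates the fold change of genes with low values. A linear model with 1 mean per group was fitted to all 12 libraries with limma 3.58.1 (eBayes with trend) in R 4.3.3, so the 4 groups shared 1 estimate of the spread with 8 residual degrees of freedom. A gene counted as changed at a Benjamini-Hochberg adjusted p below 0.05 with a change of at least 1.5-fold, the threshold of the study's methods. All adjusted p-values for genes in the text come from limma unless a sentence names the authors' deposited table. The comparisons were BF10, IL-10-Fc and aCSF1R each with control, BF10 with IL-10-Fc and BF10 with aCSF1R. A further contrast, called non-additive, took BF10 minus IL-10-Fc minus aCSF1R plus control.

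Gene lists were tested with the two-sided rotation test fry of limma, and their value is the mean log2 difference of the list genes. Beside it stands a two-sided exact permutation test of the list mean per library, which with 3 against 3 tumors cannot give a p below 0.1. The 3 primary lists were an expanded immune signature (16 genes, those named in the study's methods, while another part of the study counts more genes in it), macrophage markers (12 genes) and CD8 T cell markers (10 genes), adjusted over their 15 tests. A further 13 secondary lists (cytotoxic effector, T cell exhaustion, regulatory T cell, NK cell, monocyte, neutrophil, dendritic cell, B cell, IFN-gamma response, IFN-alpha response, MHC class II, complement, IL-10/STAT3 response) and 9 tissue lists (fibroblast, endothelial, epithelial, skeletal muscle, adipose, mammary secretory, keratinocyte, erythrocyte, proliferation) were adjusted together over 110 tests. The last 3 lists held genes the study names for another tumor model and the ligands and receptors of the treatments. The IFN-gamma response list shares genes with the signature, among them Cxcl10 and Ciita, and the CD8 T cell list shares Cd3d and Cd3e with it. Of the B cell list 4 of 8 genes passed the filter, of the skeletal muscle list 3 of 7 and of the mammary secretory list 2 of 6. Some single genes of these lists are not reported here.

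Genes named in the text follow a rule: in each of the 5 comparisons of 2 groups, the 3 largest rises and the 3 largest falls past the threshold whose groups do not overlap, or, where a direction had no gene past the threshold, the gene with the smallest unadjusted p. The genes of the last 3 lists and of the expanded immune signature were also named in advance. The design, the lists, this rule and the alternatives were fixed before the data were examined. Alternatives added after the data were seen were a term for the set a library belongs to (see the report), the log2 FPKM sum as a covariate, the comparison within the 7 libraries with lower FPKM sums, and leaving out single libraries for the secondary lists.

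The alternatives fixed in advance were a pseudocount of 0.1, FPKM without rescaling, TPM scaled by the median of ratios, no filter, a mean TPM of at least 5, eBayes without trend, limma sample quality weights, a fit of the compared groups alone, the replicate number as a factor, the adjusted p without a fold minimum, the looser threshold of the study's methods, camera with a preset correlation of 0.01 or an estimated one, the authors' deposited tables, and leaving out each library in turn. Correlations of changes between treatments were set beside 100 simulations in which the residuals of the fit were permuted across libraries, because the treatments share the control libraries. For 2 groups of 3, all 10 splits of the 6 libraries were refitted, and for the non-additive contrast 100 splits were drawn.

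Total counts per library were not analysed here. The steps between the low FPKM values of genes of 95 to 140 nt, taken as whole reads, gave an estimated depth of 30200000 to 35400000 reads per library. Between 56.0% and 72.2% of the 123 to 189 values used per library fell on whole reads, against at most 0.813% by chance. These shares are too low to recover counts, so no counting error is attached to single values, and the spread between tumors is the error given throughout. The depth step recovered simulated depths with an error of at most 0.264% in 12 simulated libraries. All simulated values were whole reads, unlike the real ones, so this error does not carry over to the real libraries.

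Coordinates and transcript properties come from GENCODE release M21 on GRCm38, which is not the annotation release the authors state. It matched 55141 of the 55401 gene IDs (99.5%), and transcript length and GC content were known for 15486 of the tested genes (99.9%). The fit was tested on simulated data for the 15504 genes, with 200 genes changed in 1 comparison. It recovered 96.5% of them without a simulated set of libraries. These were well expressed genes with large changes, at a median log2 of 2.01 if raised and -2.01 if lowered. The share says nothing of smaller changes. With a simulated set, recovery was 49.5% without the set as a term and 94.0% with it. The simulated set had the additive form that the term fits, so this gain was built in. It does not show that the term suits the real libraries. At most 5.05% of the simulated calls were false, and an unchanged comparison gave 0 calls. Data were read and plotted with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.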

Results

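The study asked how interleukin-10 delivered by an antibody against the receptor of colony stimulating factor 1 acts in a mouse breast tumor, beside each part given alone. RNA from 12 orthotopic 4T1 tumors was measured by bulk sequencing, with 3 tumors each for control IgG, IL-10-Fc, aCSF1R and BF10. The estimated depth was 30200000 to 35400000 reads per library, which is 0.915 to 1.07 of the median library. Between 23012 and 25299 genes had a value above 0 in a library. Pearson's r across genes between libraries of the same group was 0.876 to 0.981 over 12 pairs, and between libraries of different groups it was 0.847 to 0.984 over 54 pairs, so the ranges within and between groups overlapped.

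The libraries fell into 2 sets that do not follow the treatments. The deposited FPKM values summed to 782919 to 921581 in 5 libraries (BF10 replicate 6, aCSF1R replicate 8, control replicates 4 and 7, and IL-10-Fc replicate 7), called higher-sum libraries here, and to 609695 to 648413 in the other 7, called lower-sum libraries. These sets were defined after the data were seen, with a boundary of 700000. Mitochondrial genes held 5.90% to 9.26% of the FPKM sum in the higher-sum libraries and 3.14% to 3.96% in the others. Genes of ribosomal proteins held 21.3% to 26.1% and 12.9% to 15.5%, and the 50 most abundant genes of each library held 26.7% to 36.02% and 19.2% to 20.1%. The first principal component of log2(TPM + 1) carried 69.5% of the variance and separated the sets, and the second carried 9.90%. Pearson's r was 0.926 to 0.984 within a set (31 pairs) and 0.847 to 0.962 across sets (35 pairs).

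**Figure D1:**
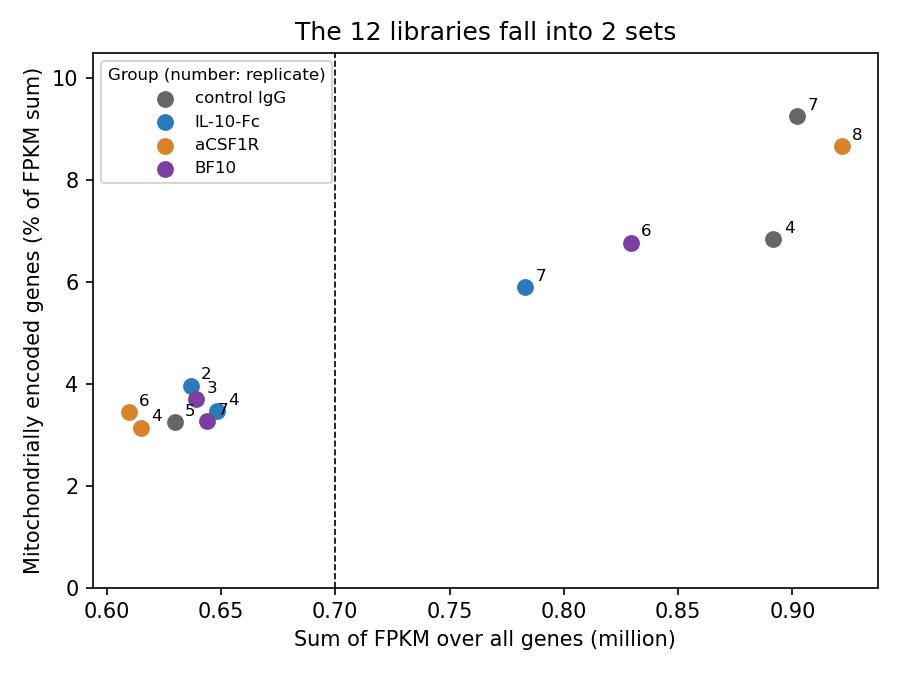
Sum of the deposited FPKM values of each library (x axis, in units of 1e6 FPKM) against the share held by mitochondrial genes (y axis, percent), with points coloured by group and labelled by replicate number, and a dashed line at the boundary between the sets. The 5 libraries right of the line hold 5.90% to 9.26% in mitochondrial genes and the 7 left of it 3.14% to 3.96%.

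With the groups held in the model, 9180 of the 15504 tested genes (59.2%) differed between the sets past the threshold, 811 higher and 8369 lower in the higher-sum libraries. Scaling by the median of ratios gave 6675 genes (43.1%), 3628 higher and 3047 lower. Across 15486 genes, which are not independent replicates, the difference between the sets fell with transcript length (Spearman's rho -0.433 with GC content held) and with GC content (rho -0.447 with length held), though less so in the longest and the most GC-rich genes. Of the 3 control libraries 2 were higher-sum, against 1 of 3 in each treated group, so each comparison with control carries part of this difference. The median change of all tested genes against control was 0.32 on the log2 scale in BF10, 0.35 in IL-10-Fc and 0.24 in aCSF1R. With the set as a term in the model, an alternative chosen after seeing the data, these medians were 0.068, 0.10 and 0.0068. Between treated groups the medians were close to 0, at -0.047 for BF10 against IL-10-Fc and 0.056 for BF10 against aCSF1R, and the median of the non-additive contrast was -0.28.

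**Figure D2:**
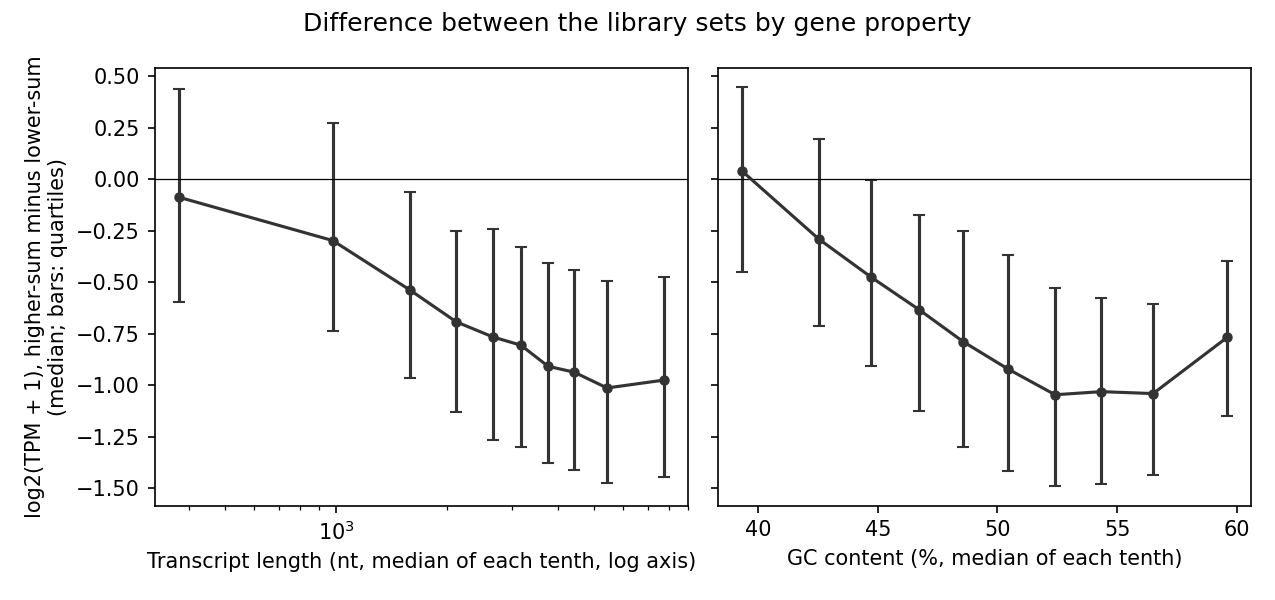
Median difference of log2(TPM + 1) between the higher-sum and lower-sum libraries (y axis) for the tested genes in 10 equal bins of transcript length (left, nt, log axis) and of GC content (right, percent), with bars from the lower to the upper quartile. The median runs from -0.087 in genes of 375 nt to -1.01 at 5431.5 nt, and from 0.039 at a GC content of 39.3% to -1.05 at 52.4%, and is less negative in the last bins, -0.98 at 7743 nt and -0.77 at 59.6%.

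Each treatment was compared with control IgG to ask which genes it changed in the tumor. In BF10, 0 of 15504 genes passed the threshold (234 at an unadjusted p below 0.05). In IL-10-Fc, 1 gene was lower (224 unadjusted). In aCSF1R, 88 genes were lower and 0 higher (537 unadjusted). BF10 was also compared with each of its parts. Against IL-10-Fc 0 genes passed (42 unadjusted), and against aCSF1R 114 genes were higher in BF10 and 0 lower (661 unadjusted). The non-additive contrast, which asks whether the change in BF10 differs from the sum of the changes in IL-10-Fc and aCSF1R, gave 44 genes higher and 1 lower (377 unadjusted). The median standard error of a log2 change was 0.43 for a comparison of 2 groups and 0.60 for the non-additive contrast.

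For each comparison with control and for the non-additive contrast, the alternative that moved the count most was limma's sample quality weights, with 8967 genes for BF10, 9274 for IL-10-Fc and 9898 for aCSF1R against control and 9161 for the non-additive contrast. For BF10 against IL-10-Fc it was also the weights, with 37 genes, and for BF10 against aCSF1R the looser threshold, with 579 where the weights gave 465. In each group the lowest weight fell on the library that was alone in its set, and 88.8%, 85.1% and 82.9% of the genes called against control were among the 9180 that differ between the sets. With the set as a term the counts were 1 lower in BF10, 3 higher and 1 lower in IL-10-Fc, and 12 higher and 300 lower in aCSF1R, which included all 88 genes named above. The same term gave 0 genes for BF10 against IL-10-Fc, 429 higher and 8 lower for BF10 against aCSF1R, and 185 higher and 3 lower for the non-additive contrast. Single libraries also moved the counts. The 88 genes became 55 without aCSF1R replicate 6 and 58 without control replicate 4. The 114 genes became 56 without BF10 replicate 3, 63 without aCSF1R replicate 6 and 72 without BF10 replicate 7, and the 45 genes of the non-additive contrast became 10 without control replicate 4. The count for IL-10-Fc against control was 0 in 10 of the 12 fits that left out a library and 1 without aCSF1R replicate 8 or IL-10-Fc replicate 7, and BF10 against IL-10-Fc gave 1 gene without IL-10-Fc replicate 7.

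**Figure D3:**
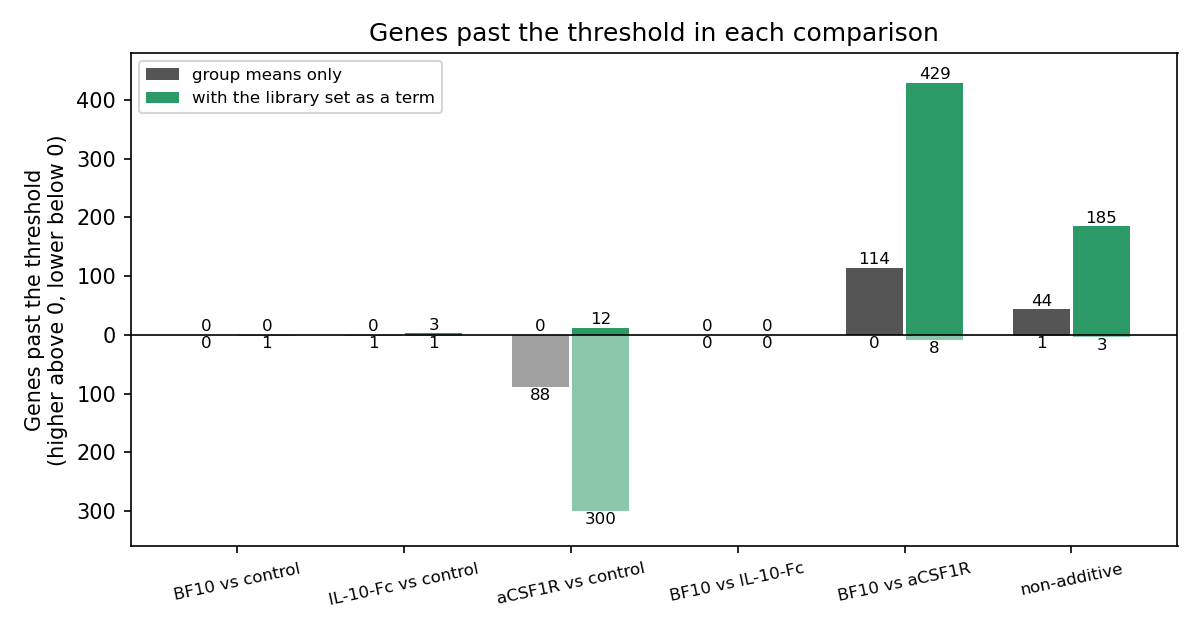
Number of genes past the threshold (y axis) that were higher (above 0) or lower (below 0) in each comparison, with group means only (dark) and with the set of the library as a term (green). Genes lower in aCSF1R number 88 with group means only and 300 with the term.

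For BF10 against control, where no gene passed, the gene with the smallest unadjusted p in each direction was Gbp5 for rises and Tmsb15a for falls. Gbp5 (ENSMUSG00000105504, chromosome 3, 142493978 to 142522344 of GRCm38, plus strand, 11 exon blocks in the annotation) had a TPM of 41.5 ± 7.91 (SD, n = 3) in BF10 and 16.7 ± 3.21 (SD, n = 3) in control. The log2 change was 1.27 with an SE of 0.25 and an adjusted p of 0.788, and over the alternatives the adjusted p ran from 0.00237 to 1, with 0.0594 when the set was a term. Gbp5 was at 39.7 ± 5.98 TPM (SD, n = 3) in IL-10-Fc and 33.1 ± 5.73 TPM (SD, n = 3) in aCSF1R. Its adjusted p against control was 0.738 in IL-10-Fc and 0.287 in aCSF1R. With the set as a term it passed in both, at 1.07 (adjusted p 0.0473) and 0.82 (adjusted p 0.0109). The authors' deposited tables gave Gbp5 0.90 in BF10 (adjusted p 0.992), 0.78 in IL-10-Fc (adjusted p 0.703) and 0.79 in aCSF1R (adjusted p 0.99992). Tmsb15a (ENSMUSG00000060726, chromosome X, 135718667 to 135725261, minus strand, 5 exon blocks) has near-identical paralogs, so its values are uncertain. It changed by -1.94 in BF10 (adjusted p 0.0861, from 0.00211 to 0.870 over the alternatives), by -1.49 in aCSF1R (adjusted p 0.0150) and by -2.16 in IL-10-Fc (SE 0.23, adjusted p 0.0307), where it was the 1 gene past the threshold. With the library set as a term it also passed in BF10 (-1.85, adjusted p 0.0360), as the 1 gene lower there. Its TPM was 3.76 ± 0.93 (SD, n = 3) in control, was 0, 0 and 0.166 in the IL-10-Fc libraries and 0.422, 0.301 and 0 in those of BF10. In IL-10-Fc it lost its call in 11 of the 12 fits that left out a library, in which the adjusted p ran from 0.0307 to 0.354, and over the alternatives from 4.62e-05 to 0.364.

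Some of the genes that the rule picks are short RNAs listed at 0 in whole groups, for which no fold is given. Gm47314 (ENSMUSG00000104603, chromosome 2, 122028642 to 122028709, a microRNA gene of 68 nt) was at 10.3, 9.89 and 2.92 TPM in IL-10-Fc and 1.04 in aCSF1R replicate 4, and was listed at 0 in control and BF10, with an adjusted p of 0.126 against control and 0.253 for BF10 against IL-10-Fc. Its lowest adjusted p with 1 library left out was 0.0101, without IL-10-Fc replicate 7. Snord49b (ENSMUSG00000064437, chromosome 11, 62603079 to 62603150, a small nucleolar RNA gene of 72 nt) was at 5.01, 5.26 and 3.78 TPM in aCSF1R and 3.84 in BF10 replicate 6, and was listed at 0 in control and IL-10-Fc (adjusted p 0.0635 for aCSF1R against control, with 0.000358 the lowest when 1 library was left out). Gm22355 (ENSMUSG00000093476, chromosome 2, 167644364 to 167644459, 96 nt) was at 1.41, 1.49 and 1.06 TPM in aCSF1R and 1.37 in IL-10-Fc replicate 4 and was listed at 0 elsewhere (adjusted p 0.159 for BF10 against aCSF1R, with 0.0121 the lowest when 1 library was left out). With the set as a term the adjusted p was 0.0399 for Gm47314 in IL-10-Fc against control (from 0.000201 to 0.899 over the alternatives), 0.0114 for Snord49b (from 5.23e-05 to 0.283) and 0.04999 for Gm22355 (from 0.0121 to 0.773), so these 3 passed in that fit. Values of such short RNAs rest on few reads, so these calls are weak. The authors' deposited tables, which rest on counts, gave an unadjusted p of 0.712 for Gm47314 in IL-10-Fc. For Snord49b in aCSF1R they gave an unadjusted p of 0.436. Mirlet7d (ENSMUSG00000065453, chromosome 13, 48536012 to 48536114, 103 nt) changed by 0.95 in BF10 against IL-10-Fc with an adjusted p of 1. Over the alternatives its lowest adjusted p was 0.0375.

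In aCSF1R against control, the 3 largest falls with groups that do not overlap were Ccl12, C1qc and C1qa. Ccl12 (ENSMUSG00000035352, chromosome 11, 82101845 to 82103400, plus strand, 3 exon blocks) went from 132 ± 35.2 TPM (SD, n = 3) in control to 4.03 ± 1.65 TPM (SD, n = 3), a log2 change of -4.74 (SE 0.36, adjusted p 0.000212). C1qc (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065, minus strand, 3 exon blocks) went from 638 ± 214 to 37.2 ± 11.3 TPM (SD, n = 3 each), a change of -4.05 (SE 0.31, adjusted p 0.000212). C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803, minus strand, 3 exon blocks) went from 694 ± 112 to 48.6 ± 27.8 TPM (SD, n = 3 each), a change of -3.98 (SE 0.37, adjusted p 0.000685). In BF10 these genes were at 87.8 ± 34.6, 471 ± 145 and 552 ± 49.5 TPM (SD, n = 3 each). The authors' deposited table gave them -0.93, -0.85 and -0.75 in BF10 against control (adjusted p 0.992 for each). For IL-10-Fc the authors' deposited table gave -1.33, -1.19 and -0.97 (adjusted p 0.716, 0.805 and 0.748). A partial fall in both is therefore not excluded. In BF10 against aCSF1R the 3 largest rises were Gatm, Ccl12 and Msr1. Their largest adjusted p over the alternatives was also above the limit, at 0.157, 0.0816 and 0.0662. Gatm (ENSMUSG00000027199, chromosome 2, 122594467 to 122611303, minus strand, 9 exon blocks) was at 126 ± 62.4 TPM in BF10, 5.43 ± 3.65 in aCSF1R and 74.5 ± 38.5 in control (SD, n = 3 each), with a change of 4.36 against aCSF1R (SE 0.60, adjusted p 0.00612). Ccl12 changed by 4.13 (SE 0.36, adjusted p 0.000442). Msr1 (ENSMUSG00000025044, chromosome 8, 39581685 to 39642673, minus strand, 11 exon blocks) was at 121 ± 20.5 TPM in BF10, 7.98 ± 0.661 in aCSF1R and 121 ± 23.5 in control (SD, n = 3 each), with a change of 3.75 against aCSF1R (SE 0.22, adjusted p 6.39e-05).

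The 88 genes lower in aCSF1R had a median log2 change of -2.41 against control. In BF10 their median was -0.072, where that of all genes was 0.32, with 49 genes lower, 39 higher and 0 past the threshold, and in IL-10-Fc it was -0.33, with 73 lower and 1 past the threshold. Between BF10 and aCSF1R their median was 2.36, 87 were higher in BF10, and 74 of them were among the 114 genes past the threshold there. The genes were chosen for their fall in aCSF1R, so their values in the comparisons that share the aCSF1R or control libraries are not independent of that choice. The difference itself was tested over all tested genes by the non-additive contrast, in which 44 genes rose past the threshold. All 44 were among the 88, but this contrast also contains the difference between control and aCSF1R. The overlap is therefore partly built in and is not independent of the choice either. In all tested genes the groups did not overlap in 5.28% for aCSF1R against control and in 5.91% for BF10 against aCSF1R, where chance gives 10% for 3 against 3, and in both comparisons 100% of the genes past the threshold had groups that do not overlap.

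**Figure D4:**
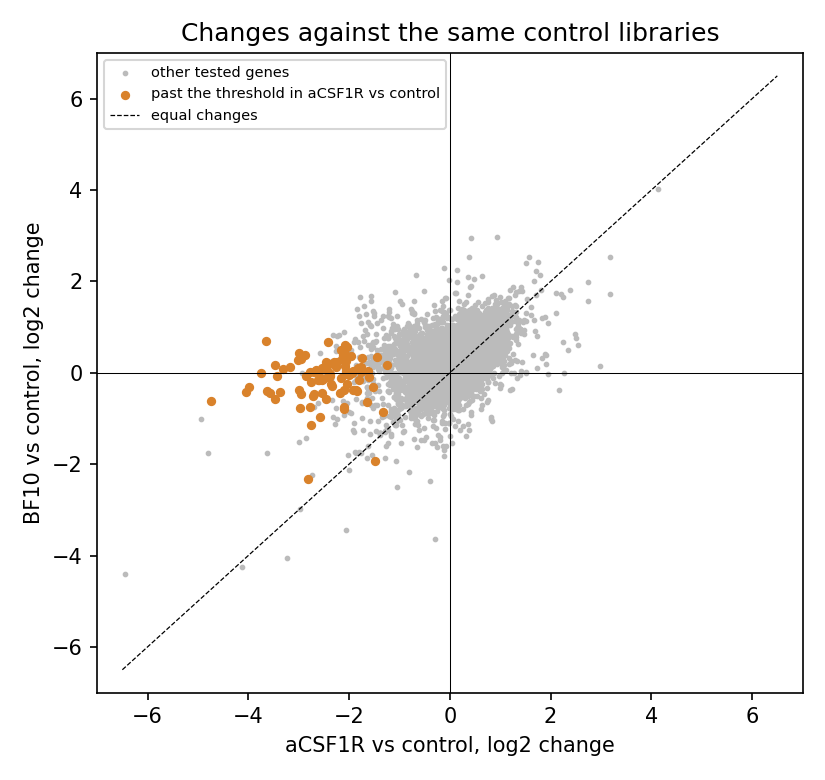
Log2 change against control of each tested gene in aCSF1R (x axis) and in BF10 (y axis), with the 88 genes lower in aCSF1R in orange and a dashed line where the changes are equal. The orange genes have a median of -2.41 on the x axis and -0.072 on the y axis.

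Of the 3 primary lists, the macrophage list changed by -2.38 in aCSF1R against control (SE 0.38, fry p 1.85e-05, limma adjusted p 0.000139 over 15 tests, 12 of 12 genes lower, exact permutation p 0.1, the smallest that 3 against 3 can give). Set against the median of all genes the change was -2.61. Of its genes 6 passed the threshold over all genes and 9 when adjusted over the list alone. In BF10 against aCSF1R it changed by 2.66 (fry p 8.90e-06, limma adjusted p 0.000134, 12 of 12 genes higher, exact permutation p 0.1), or 2.61 against the median of all genes. The mean log2(TPM + 1) of the list was 5.88 ± 0.40 in BF10, 3.21 ± 0.77 in aCSF1R, 5.59 ± 0.18 in control and 5.82 ± 0.24 in IL-10-Fc (SD, n = 3 each). Within the lower-sum libraries the change in aCSF1R was -2.15 (2 against 1 library) and within the higher-sum libraries -3.13 (1 against 2), and for BF10 against aCSF1R it was 2.44 (2 against 2) and 3.11 (1 against 1). With 1 library left out the change ran from -2.70 to -1.95 in aCSF1R and from 2.24 to 2.99 for BF10 against aCSF1R. The list changed by 0.28 in BF10 and 0.23 in IL-10-Fc against control and by 0.056 in BF10 against IL-10-Fc, with limma adjusted p-values of 0.927, 0.950 and 0.939. The change in BF10 was 0.082 without BF10 replicate 3 and 0.48 without BF10 replicate 6, that in IL-10-Fc 0.11 without its replicate 4 and 0.35 without its replicate 7, and that between them -0.14 without BF10 replicate 3 and 0.26 without BF10 replicate 6. The changes in BF10 and IL-10-Fc against control became -0.075 and -0.19 when scaled by the median of ratios.

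The expanded immune signature changed by 0.46 in BF10, 0.47 in IL-10-Fc and 0.21 in aCSF1R against control, with limma adjusted p-values of 0.744, 0.744 and 0.927 and exact permutation p-values of 0.4, 0.2 and 0.6. Set against the median of all genes the changes were 0.15, 0.12 and -0.027. In BF10 13 of its 16 genes were higher, from -0.74 for Cxcl13 to 1.43 for Cxcl10, and 0 passed the threshold. The change of Cxcl13 there ran from -1.72 without control replicate 5 to -0.19 without control replicate 7. In IL-10-Fc 13 of 16 were higher, from -0.75 for Cxcl13 to 1.44 for Ccl5, and in aCSF1R 9 of 16, from -0.998 for Tagap to 1.41 for Gzmb, with 0 past the threshold in either. With the set as a term Tagap passed in aCSF1R (-1.18, adjusted p 0.00295), and Tagap (1.17, adjusted p 0.00180) and Il2rg (1.26, adjusted p 0.0459) passed in BF10 against aCSF1R. The authors' deposited table gave Tagap -1.95 in aCSF1R (adjusted p 4.85e-07). No difference passed between BF10 and IL-10-Fc (-0.0047, limma adjusted p 0.996, exact permutation p 0.9) or BF10 and aCSF1R (0.25, limma adjusted p 0.909, exact permutation p 0.6). Scaled by the median of ratios, the change in aCSF1R was -0.016 and that between BF10 and IL-10-Fc 0.047. Its mean was 3.61 ± 0.52 in BF10, 3.61 ± 0.36 in IL-10-Fc, 3.35 ± 0.53 in aCSF1R and 3.14 ± 0.09 in control (SD, n = 3 each). The change in BF10 was 0.77 within the lower-sum libraries and -0.11 within the higher-sum libraries, that in IL-10-Fc 0.69 and 0.060, and that in aCSF1R 0.53 and -0.40, so the direction in BF10 and aCSF1R did not hold within both sets. Without BF10 replicate 3 the change in BF10 was 0.23, and without BF10 replicate 6 it was 0.74. It was 0.31 in IL-10-Fc without its replicate 4, and in aCSF1R -0.0061 without replicate 6 and 0.51 without replicate 8. BF10 against IL-10-Fc ran from -0.24 without BF10 replicate 3 to 0.28 without BF10 replicate 6, and BF10 against aCSF1R from -0.043 without aCSF1R replicate 8 to 0.53 without BF10 replicate 6.

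The CD8 T cell list changed by 0.25 in BF10, 0.47 in IL-10-Fc and -0.053 in aCSF1R against control (limma adjusted p 0.927, 0.886 and 0.984), by -0.22 in BF10 against IL-10-Fc and by 0.30 in BF10 against aCSF1R (limma adjusted p 0.927 for both). The exact permutation p-values were 0.7, 0.2, 0.9, 0.7 and 0.6, and the change in BF10 was -0.069 when scaled by the median of ratios. Its mean was 2.64 ± 0.67 in BF10, 2.86 ± 0.29 in IL-10-Fc, 2.33 ± 0.59 in aCSF1R and 2.39 ± 0.31 in control (SD, n = 3 each). In BF10 the change was 0.69 within the lower-sum and -0.50 within the higher-sum libraries, in IL-10-Fc 0.73 and 0.089, and in aCSF1R 0.38 and -0.78. It was -0.060 in BF10 without BF10 replicate 3 and 0.60 without BF10 replicate 6, and in aCSF1R -0.26 without replicate 6 and 0.29 without replicate 8. BF10 against IL-10-Fc ran from -0.53 without BF10 replicate 3 to 0.13 without BF10 replicate 6, and BF10 against aCSF1R from -0.036 without aCSF1R replicate 8 to 0.66 without BF10 replicate 6. Under camera with the preset correlation 3 of the 15 primary tests passed, the macrophage list in both comparisons with aCSF1R and the CD8 T cell list in BF10 against IL-10-Fc (camera of limma, adjusted p 0.0346, from 0.0346 to 0.960 over the alternatives). The last was not past the threshold under fry or under an estimated correlation, where the other 2 were.

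**Figure D5:**
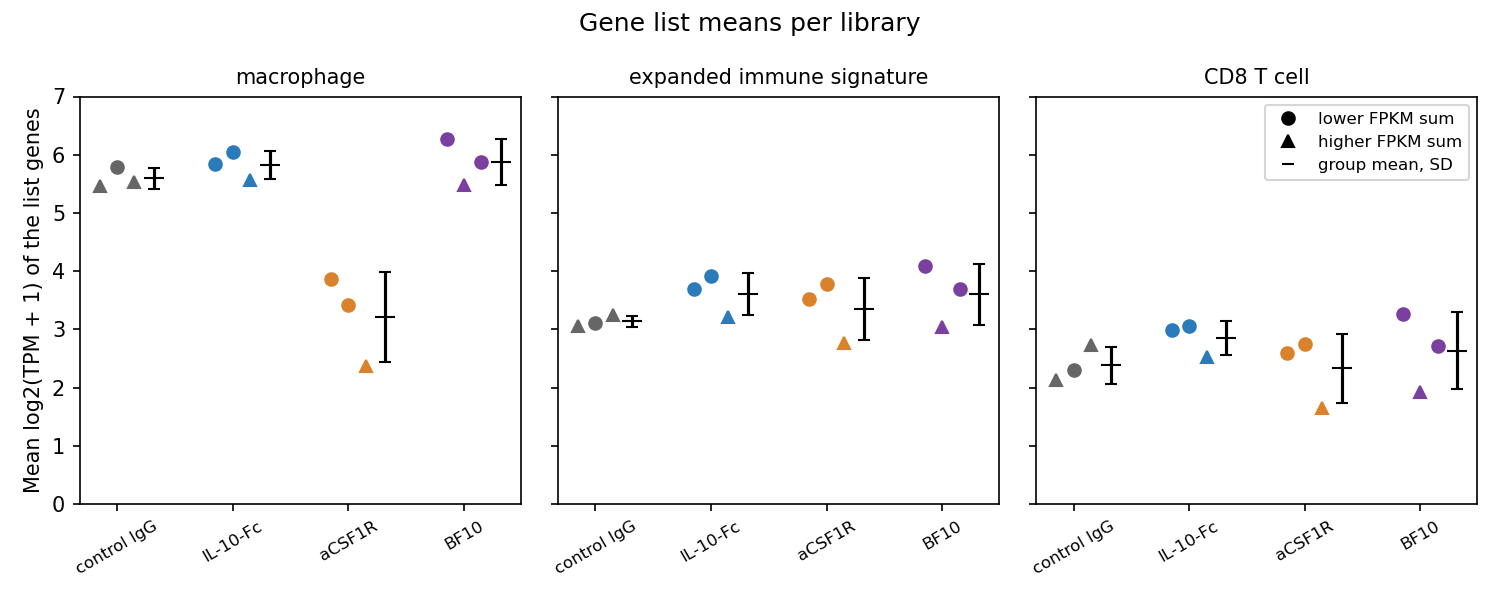
Mean log2(TPM + 1) of the macrophage, expanded immune signature and CD8 T cell lists (y axis) in each library by group (x axis), with circles for lower-sum and triangles for higher-sum libraries and bars for the mean ± SD of 3 libraries. The macrophage list averages 3.21 in aCSF1R and 5.59 to 5.88 in the other groups.

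Of the 110 tests of secondary and tissue lists, 0 passed after adjustment (5 at an unadjusted p below 0.05, smallest adjusted p 0.307), and camera with the preset correlation passed 21 of them. The IFN-gamma response list changed by 0.93 in BF10 (fry p 0.00720, limma adjusted p 0.307, 15 of 15 genes higher, exact permutation p 0.1), by 0.90 in IL-10-Fc (fry p 0.00836, 15 of 15 higher) and by 0.68 in aCSF1R (fry p 0.0321, limma adjusted p 0.750, 14 of 15 higher, exact permutation p 0.2). Set against the median of all genes these were 0.61, 0.55 and 0.45. Its genes past the threshold when adjusted over the list alone were 4, 4 and 3, and over all genes 0. Within the lower-sum and higher-sum libraries the changes were 0.94 and 0.54 in BF10, 0.85 and 0.62 in IL-10-Fc, and 0.70 and 0.26 in aCSF1R. The monocyte list changed by 1.17 in BF10 against aCSF1R (fry p 0.00722, 6 of 6 genes higher, 0.67 without BF10 replicate 3) and by -0.75 in aCSF1R against control (fry p 0.0341, limma adjusted p 0.750, 5 of 6 lower, exact permutation p 0.1).

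The other lists are given by their lowest and highest change over the 5 comparisons of 2 groups. Lists of immune cells ran from -0.38 to 0.47 for cytotoxic effector, 0.069 to 0.68 for T cell exhaustion, 0.12 to 0.30 for regulatory T cell, -0.22 to 0.13 for NK cell, 0.050 to 1.16 for neutrophil, -0.30 to 0.41 for dendritic cell and -1.15 to 0.39 for B cell. Lists of responses ran from -0.32 to 0.93 for IFN-alpha, -0.013 to 0.71 for MHC class II, -0.12 to 0.95 for complement and -0.032 to 0.68 for IL-10/STAT3. Tissue lists ran from -0.31 to 0.95 for fibroblast, -0.30 to 0.88 for endothelial, -0.079 to 0.42 for epithelial, -0.28 to 0.53 for skeletal muscle, -0.0069 to 1.48 for adipose, -1.68 to 0.18 for mammary secretory, 0.014 to 0.61 for keratinocyte, -0.94 to 0.59 for erythrocyte and -0.067 to 0.33 for proliferation. Most of these values moved with single libraries. Over the secondary and tissue lists and all 6 contrasts, 126 of 132 values moved by over 1.5 times or changed sign in at least 1 fit that left out a library, and 66 changed sign. The neutrophil list was 1.16 in BF10 and 0.16 without BF10 replicate 3. The B cell list was -1.15 in aCSF1R against control and -0.29 without control replicate 7, and the mammary secretory list -1.68 and -0.32. The adipose list was 1.48 in aCSF1R against control, 0.71 without aCSF1R replicate 6 and 2.93 without aCSF1R replicate 8. The IFN-alpha list was 0.93 in aCSF1R and 0.53 without aCSF1R replicate 6, and the fibroblast list 0.95 in IL-10-Fc and 0.58 without control replicate 7.

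The 7 genes that the study names as raised by IL-10-Fc and BF10 in a head and neck tumor model were all higher in BF10, with a mean of 1.44 (fry p 0.0157, exact permutation p 0.1), from 1.02 for Wnt7a to 2.53 for Elane, and all higher in IL-10-Fc, with a mean of 1.04 (fry p 0.0349, exact permutation p 0.1), from 0.29 for Stfa2 to 1.91 for Mmp9. The symbol Apo11a in the study was read as Apol11a. Over all genes 0 of the 7 passed in either comparison. Adjusted over the list alone, 2 passed in IL-10-Fc. In aCSF1R the mean was 0.34 with 6 of 7 higher (fry p 0.401), and BF10 differed from IL-10-Fc by 0.40 and from aCSF1R by 1.09 (fry p 0.0947). Within the lower-sum and higher-sum libraries the mean was 1.68 and 0.74 in BF10, 1.09 and 0.73 in IL-10-Fc and 0.33 and 0.17 in aCSF1R. Without BF10 replicate 3 the mean in BF10 was 0.77, and BF10 differed from IL-10-Fc by -0.26 and from aCSF1R by 0.43. Without aCSF1R replicate 4 the mean in aCSF1R was 0.13, and without BF10 replicate 6 BF10 differed from IL-10-Fc by 0.78. In BF10 replicate 3 Elane (ENSMUSG00000020125, chromosome 10, 79886247 to 79888215) was at 92.5 TPM, against at most 3.96 in the other 11, and Stfa2 was at 398 TPM. Without BF10 replicate 3 the change in BF10 was 1.04 for Elane and -0.26 for Stfa2. Of the genes named as lowered by aCSF1R in that model, 4 were in the list fixed in advance, of which 3 passed the filter and Clec4b1 did not. Clec4a, which the study also names, was not in the list and was not analysed here, so the list is not the study's full set. The 3 genes had a mean of -2.29 in aCSF1R (fry p 6.27e-07, exact permutation p 0.1, -1.9997 within the lower-sum and -2.67 within the higher-sum libraries), -0.28 in BF10 (fry p 0.190), -0.50 in IL-10-Fc (fry p 0.0244), 0.22 in BF10 against IL-10-Fc and 2.02 in BF10 against aCSF1R (fry p 1.48e-06). The mean in BF10 was -0.16 without BF10 replicate 3, and that between BF10 and IL-10-Fc was 0.12 without BF10 replicate 6 and 0.34 without BF10 replicate 3. Over all genes 1 of the 3 passed in aCSF1R, and 3 when adjusted over the list alone or with the set as a term. Slamf9 (ENSMUSG00000026548, chromosome 1, 172475358 to 172478575) went from 29.1 ± 9.46 TPM in control to 1.38 ± 0.564 TPM in aCSF1R (SD, n = 3 each), a change of -3.63 (SE 0.37, adjusted p 0.00111). Lilra5 changed by -1.96 (adjusted p 0.0538, with 0.0226 the lowest when 1 library was left out) and Dpep2 by -1.28 (adjusted p 0.249). Their changes with the set as a term were -1.94 (adjusted p 0.0211) and -1.42 (adjusted p 0.00978), and over the alternatives the adjusted p ran from 0.000398 to 0.252 for Lilra5 and from 0.00160 to 0.954 for Dpep2. The authors' deposited table gave them -5.37 (adjusted p 2.30e-08) and -1.66 (adjusted p 0.00226).

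The ligands and receptors of the treatments had a mean change of 0.66 in BF10, 0.66 in IL-10-Fc and -0.29 in aCSF1R against control, -0.0044 in BF10 against IL-10-Fc and 0.95 in BF10 against aCSF1R (fry p 0.258, 0.247, 0.863, 0.998 and 0.183). Within the lower-sum and higher-sum libraries the mean was 0.29 and 0.21 in BF10, 0.12 and 0.56 in IL-10-Fc, -0.51 and -1.04 in aCSF1R, 0.17 and -0.35 in BF10 against IL-10-Fc and 0.80 and 1.25 in BF10 against aCSF1R. In aCSF1R the mean was 0.28 without aCSF1R replicate 8, and BF10 against aCSF1R was 0.38 without it. Without aCSF1R replicate 4 the mean in aCSF1R was -0.61. In BF10 the mean was 1.08 without BF10 replicate 6 and 0.42 without control replicate 4, and BF10 against IL-10-Fc ran from -0.25 without IL-10-Fc replicate 7 to 0.42 without BF10 replicate 6. In IL-10-Fc the mean was 1.06 without control replicate 5 and 0.42 without control replicate 4. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149, plus strand, 24 exon blocks), the target of the antibody, was at 89.2 ± 57.5 TPM in BF10, 71.7 ± 30.6 in IL-10-Fc, 49.9 ± 38.3 in control and 11.99 ± 9.85 in aCSF1R (SD, n = 3 each). It changed by -2.21 in aCSF1R against control (SE 0.91, adjusted p 0.893, from 0.000355 to 1 over the alternatives), by -2.37 within the lower-sum and -3.63 within the higher-sum libraries, and by -1.21 without aCSF1R replicate 8. Its change was -2.89 with the set as a term (adjusted p 0.00131). BF10 differed from aCSF1R by 3.03 (adjusted p 0.405, and 0.000575 with the set as a term), and from control by 0.82. The difference from control was 0.36 within the lower-sum and -0.011 within the higher-sum libraries. It ran from 0.28 without control replicate 4 to 1.52 without BF10 replicate 6. Il10ra (ENSMUSG00000032089, chromosome 9, 45253837 to 45269149) changed by -1.73 in aCSF1R (adjusted p 0.598, from 7.72e-05 to 1 over the alternatives), by -2.12 with the set as a term (adjusted p 0.000409) and by -1.13 without aCSF1R replicate 8. Between BF10 and aCSF1R Il10ra differed by 2.06 (adjusted p 0.247, and 0.000326 with the set as a term), so 2 genes of the list passed there with the term and 0 without it. Csf1 changed by 0.92 in aCSF1R (adjusted p 0.893), 1.16 in BF10 and 1.31 in IL-10-Fc. Without control replicate 4 these changes were 0.41, 0.65 and 0.80, and without control replicate 5 they were 1.87, 2.11 and 2.26.

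Across the tested genes, which are not independent replicates, the changes against control in BF10 and IL-10-Fc had a Pearson's r of 0.857, and those in BF10 and aCSF1R an r of 0.527. The treatments share the control libraries, and in 100 simulations of unchanged groups the mean r was 0.485 (from -0.574 to 0.982) for the first pair, with 17 of 100 as high as observed, and 0.458 (from -0.747 to 0.983) for the second, with 51 of 100 as high. With the set as a term the values of r were 0.720 (18 of 100 as high) and 0.278 (89 of 100). Without the term the permuted residuals also held the difference between the library sets, so the range is not that of shared controls alone. Neither correlation lay above the range of the simulations, which is wide and can miss a real similarity. The first ran from 0.746 without BF10 replicate 7 to 0.938 without control replicate 5, where the p from the simulations was 0.0495, and the second from 0.277 without aCSF1R replicate 4 to 0.772 without control replicate 5.

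In the authors' deposited tables, which rest on counts, 0 genes passed the same threshold for BF10 against control, 1 was higher and 1 lower for BF10 against IL-10-Fc, 3 were higher and 16 lower for IL-10-Fc against control, and 12 were higher and 300 lower for aCSF1R against control. Of the 88 genes lower in aCSF1R here, 82 were also past the threshold in the authors' deposited table. Pearson's r across genes between the log2 changes in the authors' deposited tables and those here was 0.861 for BF10, 0.836 for IL-10-Fc and 0.855 for aCSF1R against control and 0.756 for BF10 against IL-10-Fc. The authors' deposited table for aCSF1R gave Csf1r a log2 change of -2.38 (adjusted p 0.019998) and Ccl12 one of -5.27 (adjusted p 1.34e-13). For Tmsb15a the authors' deposited tables gave -6.43 in IL-10-Fc (adjusted p 0.00844) and -4.48 in BF10 (adjusted p 0.161). In aCSF1R they gave it -2.16 (adjusted p 0.634), so it did not pass there as it did here.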

Values the study reported

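The study reported a read length of 75 bp for its bulk RNA sequencing. Treatment began at a tumor size of 100 mm3. The doses were 20 mg/kg for IL-10-Fc, 30 mg/kg for the anti-CSF-1R antibody, 36 mg/kg for BF10 and 30 mg/kg for the control IgG. The methods state 4 doses for the 4T1 tumors that were sequenced.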

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

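The tests in this part were the non-additive contrast and other splits of the libraries, and the fits with the library set as a term were chosen only after the result was seen.

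The change in BF10 differed from the sum of the changes in IL-10-Fc and aCSF1R for 45 genes, 44 of them higher and 1 lower, by a test of the difference itself. All 44 were among the 88 genes lower in aCSF1R than in control. This overlap is partly built in, since the contrast contains the difference between control and aCSF1R. The macrophage list gave 2.43 in the same contrast (SE 0.53, fry p 0.000159, limma adjusted p 0.000477 over the 3 primary lists), with 11 of 12 genes higher, and from 2.01 to 2.76 when 1 library was left out. The other primary lists gave -0.21 for the expanded immune signature (fry p 0.760) and -0.17 for the CD8 T cell list (fry p 0.775). Without aCSF1R replicate 8 both were -0.51, and without BF10 replicate 6 they were 0.066 and 0.19. With the set as a term they were -0.024 and 0.037, so neither kept a direction.

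The count of genes is the weaker of these results. Of 100 splits of the 12 libraries into 4 groups of 3, the real one included, 5 gave as many genes. The other 4 gave 7578, 9301, 9544 and 9692 genes, and no further split gave more than 2. With the set as a term these 4 gave 1907, 2, 2 and 46, so for 3 of them the large count went with the library sets. In that fit 2 of 100 splits gave as many as the 188 genes of the real grouping. The count was 10 without control replicate 4, 11 without control replicate 7 and 53 without control replicate 5, and it was outside 1.5 times of 45 in 10 of the 12 fits that left out a library. The control libraries enter this contrast and 2 of the 3 are higher-sum libraries.

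For the macrophage list the tables argue against the library sets as the whole cause, since the contrast was 2.65 with the set as a term (fry p 4.18e-05), and the difference between BF10 and aCSF1R was 2.44 within the 7 lower-sum libraries, where the difference between the sets does not enter. They also argue against a single library, since the value of BF10 against aCSF1R closest to 0 was 2.24, without aCSF1R replicate 8. Transcript length and GC content gave no list of this size, with 0 of 10000 random lists matched on length, GC content and mean expression as high in BF10 against aCSF1R (random mean 0.10, from -0.20 to 0.76). A hypothesis is that BF10 leaves the macrophage transcripts that the antibody alone removes, and this may come from the interleukin-10 part, or from a different exposure of the tumor to the antibody part, although the study describes the doses as equivalent by molecular weight. Neither was tested here, and the design has no group that would part them. In its head and neck tumor model the study reported fewer macrophages with BF10, by flow cytometry, staining and single-cell sequencing. It also reported that BF10 bound and blocked the receptor much as the antibody did, and that labelled BF10 reached tumors of that model. The values here are transcripts of another tumor model, so the difference from those results is not explained.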

How the results depend on the processing

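Of the alternatives named in this part, the library set as a term, the log2 FPKM sum as a covariate and the comparison within the lower-sum libraries were chosen only after the result was seen.

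The macrophage list kept its direction and its side of the threshold in aCSF1R against control and in BF10 against aCSF1R under every alternative run except the replicate number as a factor, given last. Its change ran from -2.70 to -1.95 in aCSF1R and from 2.24 to 2.99 for BF10 against aCSF1R across the 12 fits that each left out a library. The adjusted p without a fold minimum changed none of the 6 gene counts by over 1.5 times, and camera with an estimated correlation changed none of the 15 primary list calls. The fit of the compared groups alone is the same as the fit of all groups for the non-additive contrast and was not run for it.

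The gene counts depended on nearly every choice. Sample quality weights gave 8967 genes for BF10 against control, 9274 for IL-10-Fc and 9898 for aCSF1R, 37 for BF10 against IL-10-Fc, 465 for BF10 against aCSF1R (385 higher, 80 lower) and 9161 for the non-additive contrast (980 higher, 8181 lower). The weights ran from 0.0736 for aCSF1R replicate 8 to 61.7 for IL-10-Fc replicate 4, and the changes they gave against control followed the difference between the sets across genes (Pearson's r -0.916, -0.862 and -0.862), and in each group the least weight went to the library alone in its set. The set as a term gave 1, 4, 312, 437 and 188 genes for BF10, IL-10-Fc and aCSF1R against control, BF10 against aCSF1R and the non-additive contrast. The log2 FPKM sum as a covariate gave 2 for BF10, 398 for aCSF1R (17 higher, 381 lower), 521 for BF10 against aCSF1R and 242 for the non-additive contrast. In the simulated data a set of libraries lowered the share of changed genes recovered from 96.5% to 49.5%, and the term raised it to 94.0%. That gain was built in, since the simulated set had the form that the term fits. The 7 lower-sum libraries alone gave 172 genes for BF10 against aCSF1R (167 higher, 5 lower).

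Other scalings and filters moved fewer counts. Scaling by the median of ratios gave 136 genes for aCSF1R (1 higher, 135 lower) and 1 for BF10 against IL-10-Fc. Without a filter there were 2 genes for IL-10-Fc, 1 for BF10 against IL-10-Fc and 27 for the non-additive contrast (25 higher, 2 lower). The 1 gene of IL-10-Fc became 0 with a pseudocount of 0.1, with FPKM as deposited, with a mean TPM of at least 5, without the trend and with the compared groups alone, where the count at an unadjusted p below 0.05 was 224 in the fit reported above. The compared groups alone gave 4 genes for aCSF1R, 1 for BF10 against IL-10-Fc and 0 for BF10 against aCSF1R, fits that rest on 6 libraries and fewer residual degrees of freedom. The looser threshold, an unadjusted p with a fold limit, gave 175, 179 and 414 genes (127 higher, 287 lower in the last) against control, 32 for BF10 against IL-10-Fc, 579 for BF10 against aCSF1R and 350 for the non-additive contrast (296 higher, 54 lower). The authors' deposited tables gave 19 genes for IL-10-Fc and 312 for aCSF1R at the main threshold, not the looser one. For BF10 against IL-10-Fc they gave 2 genes there. At the looser threshold they gave 514 genes for BF10, 947 for IL-10-Fc and 963 for aCSF1R, and 138 for BF10 against IL-10-Fc. The 312 genes of the authors' deposited table and the 312 found with the set as a term share 220 genes. Except where the construction is named, the cause was not tested.

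Across the 12 fits that each left out a library, the counts were 0 for IL-10-Fc in 10 of them and otherwise 1, from 55 to 90 for aCSF1R, 0 or 1 for BF10 against IL-10-Fc, from 56 to 108 for BF10 against aCSF1R and from 10 to 53 for the non-additive contrast. The lowest counts came without aCSF1R replicate 6 (55), without BF10 replicate 3 (56) and without control replicate 4 (10), and the 1 gene for BF10 against IL-10-Fc came without IL-10-Fc replicate 7. BF10 against control gave 0 in all 12 fits, with 234 genes at an unadjusted p below 0.05 with all libraries.

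Of the primary lists, the expanded immune signature and the CD8 T cell list changed direction or call most often. With sample quality weights the signature passed in BF10 (0.57, limma adjusted p 0.0212, from 0.0212 to 0.966 over the alternatives) and IL-10-Fc (0.75, limma adjusted p 0.00317, from 0.00317 to 0.951), the CD8 T cell list passed in IL-10-Fc (0.60, limma adjusted p 0.0212, from 0.0212 to 0.960 over the alternatives) and was 0.18 in aCSF1R, and the macrophage list was -0.10 in BF10 against IL-10-Fc. Scaled by the median of ratios, the CD8 T cell list was -0.069 in BF10, the signature -0.016 in aCSF1R and 0.047 in BF10 against IL-10-Fc, and the macrophage list -0.075 in BF10 and -0.19 in IL-10-Fc. This scaling also took the median of all genes against control to 0.019, 0.0027 and 0.034, which accounts for a downward shift of that order. With the log2 FPKM sum the signature was -0.0094 in aCSF1R and 0.027 in BF10 against IL-10-Fc, and the macrophage list -0.094 in IL-10-Fc. The signature in BF10 against IL-10-Fc was also 0.018 with FPKM as deposited, 0.0036 with a mean TPM of at least 5 and 0.078 in the lower-sum libraries, all close to 0. Camera with a preset correlation passed the CD8 T cell list in BF10 against IL-10-Fc (-0.22) and 21 of the 110 secondary and tissue tests, of which fry and camera with an estimated correlation passed 0.

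With 1 library left out, the signature ran from -0.0061 without aCSF1R replicate 6 to 0.51 without aCSF1R replicate 8 in aCSF1R, from -0.24 without BF10 replicate 3 to 0.28 without BF10 replicate 6 in BF10 against IL-10-Fc, and from -0.043 without aCSF1R replicate 8 to 0.53 without BF10 replicate 6 in BF10 against aCSF1R. The CD8 T cell list ran from -0.060 without BF10 replicate 3 to 0.60 without BF10 replicate 6 in BF10, from -0.26 to 0.29 in aCSF1R (without its replicates 6 and 8), from -0.53 to 0.13 in BF10 against IL-10-Fc (without BF10 replicates 3 and 6) and from -0.036 without aCSF1R replicate 8 to 0.66 without BF10 replicate 6 in BF10 against aCSF1R. The macrophage list ran from -0.14 to 0.26 in BF10 against IL-10-Fc (without BF10 replicates 3 and 6). The correlation of BF10 and IL-10-Fc ran from 0.746 to 0.938, the last without control replicate 5, where its p from the simulations was 0.0495.

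Among the named genes, 138 of 1476 results changed, 29 weaker, 68 stronger and 41 reversed. Those reversed had small changes in most cases. Scaled by the median of ratios, Stfa2 was -0.14, Il10ra -0.14 and Il34 -0.011 in IL-10-Fc, and Il10ra was -0.012, Il34 -0.031, Tagap -0.098, Gzmb -0.30 and Cd3d -0.27 in BF10. With FPKM as deposited Gzmb was -0.13 and Cd3d -0.10 in BF10. The set as a term gave -0.055 for Il10ra, -0.0020 for Tagap and -0.072 for Gzmb in BF10, and -0.12 for Il10ra in IL-10-Fc. With the log2 FPKM sum Il10ra was -0.17, Csf1r -0.053, Il34 -0.075, Tagap -0.043 and Gzmb -0.077 in BF10, Il10ra -0.30, Il10rb -0.029, Csf1r -0.30 and Il34 -0.047 in IL-10-Fc, and Csf1 -0.0074 in aCSF1R. With sample quality weights Stfa2 was -0.23 and Cd3d -0.60 in BF10, and Il10rb was 1.07 in aCSF1R. With 1 library left out Stfa2 ran from -0.26 without BF10 replicate 3 to 2.54 in BF10 and from -0.093 without control replicate 5 to 0.51 in IL-10-Fc, Il10rb from -0.42 to 0.65 in aCSF1R, and Gzmb from -0.17 to 0.38, Cd3d from -0.40 to 0.67 and Cxcr6 from -0.45 to 0.26 in BF10. The cause was not tested.

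The replicate numbers do not pair the libraries. Of 7 pairs with the same number in 2 groups, 2 had a correlation of their deviations above 0.1 (from -0.663 to 0.417), and 3 of 7 with the set as a term (from -0.217 to 0.343). The replicate number as a block gave 1 gene for BF10, 0 for IL-10-Fc and 0 for aCSF1R against control, 1 for BF10 against IL-10-Fc, 1 for BF10 against aCSF1R and 0 for the non-additive contrast. With the block, the macrophage list was -1.68 in aCSF1R and 2.12 in BF10 against aCSF1R (limma adjusted p 0.1 for both, the highest of a range from 1.84e-40 over the alternatives of each), the signature was -0.27 in BF10 against aCSF1R, and the CD8 T cell list was -0.00031 in BF10, 0.45 in aCSF1R and -0.45 in BF10 against aCSF1R. Stfa2 was -0.65 and Cd3d -1.01 in BF10, and Il10rb was 1.45 and Csf1r 0.013 in aCSF1R. The block uses up most residual degrees of freedom on numbers that 1 or a few libraries carry.

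The estimated depths lie within 0.915 to 1.07 of their median, so depth sets no library apart. Values of genes under 1 TPM were listed with 2 decimals of FPKM, and those of short RNAs rest on few reads, which limits Gm47314, Snord49b and Gm22355.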

Other observations

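In this part the tests of depth, length, GC content and treatment for the library sets, of the sets and other leukocytes for the lists, and all tests on B cell genes were chosen only after the result was seen.

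The 2 library sets are the largest pattern in these data. The tables argue against depth, since 0 of the 5 higher-sum libraries had an estimated depth outside the range of the other 7, and against a few abundant genes, since 8668 of 16112 genes (53.8%) still differed with the 50 most abundant genes left out before scaling. They argue against treatment as the whole cause, since all 4 groups had libraries in both sets. The difference followed transcript length (Spearman's rho -0.341 across genes) and GC content (rho -0.360), with long and GC-rich transcripts lower in the higher-sum libraries. This is consistent with a difference in RNA integrity or library preparation, which may favour short transcripts, and the labels name no batch that could test it. A biological difference between tumors that follows length and GC content also stays open.

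The lower macrophage list in aCSF1R tumors held against each technical explanation tested. It was -2.59 with the set as a term, and -1.95 in the fit closest to 0 of the 12 that left out a library. Of 10000 random lists matched on length, GC content and mean expression, 0 were as low (random mean 0.15, from -0.56 to 0.58). A loss of leukocytes of every type would lower the other lists alike, but the list less the mean of the CD8 T cell, NK cell and neutrophil lists was -2.31. Those lists changed by -0.053, -0.20 and 0.050, and the monocyte, dendritic cell and B cell lists by -0.75, -0.30 and -1.15. Per library the macrophage list less the other leukocytes was -0.39 to 0.89 in aCSF1R and 2.02 to 2.92 in the other 9 libraries (exact permutation p 0.1 against control). A hypothesis is that the antibody lowers the number of macrophages or their transcripts, and bulk values cannot part these.

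The IFN-gamma response list was higher than control in BF10 and in IL-10-Fc, but failed the correction over 110 tests (limma adjusted p 0.307). It also failed with the set as a term (limma adjusted p 0.0568 for both). It was 0.72 in the fit with the set as a term for BF10 (SE 0.14) and 0.69 in IL-10-Fc (SE 0.14), and with 1 library left out the value in BF10 closest to 0 was 0.75, without control replicate 7. Of 10000 matched random lists 0 were as high in BF10 (random mean 0.33, from 0.0032 to 0.69) and 0 in IL-10-Fc (random mean 0.38, from 0.050 to 0.80). These values argue against the sets, length, GC content and a single library as the whole cause. The list was also 0.47 in aCSF1R with the set as a term, and BF10 against aCSF1R gave 0.25 (fry p 0.435, limma adjusted p 0.953), so a rise specific to interleukin-10 was not shown. A rise of this list in all 3 treatments, or a low level in the 3 control tumors, are both open.

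Control replicate 7 had a mean of 4.47 on the B cell list, against 0.52 to 2.24 in the other 11 libraries. The genes that follow were chosen after their values were seen. In that library Jchain was at 312 TPM (at most 19.1 elsewhere), Igkc at 849 (at most 256), Ighm at 200 (at most 36.7), Ms4a1 at 15.8 (at most 1.49) and Glycam1 at 249 (at most 3.60), while Csn3 was at 20.9 (2.39 to 15.01 elsewhere). The set of the library does not account for it, since the highest mean of the other 4 higher-sum libraries was 1.82. Glycam1 is made both by vessels of lymph nodes and by the mammary gland. A piece of lymph node taken with the tumor may explain the pattern, but the CD8 T cell list, at 2.74 in that library, was higher in 4 of the other 11 (1.65 to 3.26). Among the other higher-sum libraries it was at most 2.52, so this value does not exclude node tissue either, and a small share of node tissue and a B cell infiltrate cannot be told apart with these genes. Beyond this check on the CD8 T cell list, which cannot decide, no biological explanation was tested. The B cell list of aCSF1R against control went from -1.15 to -0.29 without this library.

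Other splits of the libraries were counted for each comparison of 2 groups, where 3 against 3 libraries make 10 splits and the share cannot fall below 0.1. For BF10 against control all 10 splits gave at least as many genes as the 0 of the real one (234 at an unadjusted p below 0.05), with at most 1. For IL-10-Fc 5 of 10 gave as many as the 1 gene, with at most 3. The split that follows the library sets gave 0 genes for BF10 against control and 1 for IL-10-Fc against control. For aCSF1R 2 of 10 gave as many as 88, and the other was the split of aCSF1R replicates 4 and 6 and control replicate 5 from the rest, which follows the library sets and gave 9407 genes. The real split gave 312 and that split 1281 once the set was a term. For BF10 against IL-10-Fc all 10 gave at least 0 genes (42 unadjusted), and for BF10 against aCSF1R 1 of 10, the real one, gave as many as 114, with at most 2 in the others.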
